A study of Homo sapiens with 2 samples. Its data were reported in "Single-cell stabilization method identifies gonadotrope transcriptional dynamics and pituitary cell type heterogeneity" (2018).

How the data were processed

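Mini Drop-seq was performed on 2 libraries of dissociated human brain tissue, 1 of cortex and 1 of GBM, stabilized in RNA-Best. The sources used here describe the cortex in 2 ways, as tissue next to the tumor and as tissue from another operation, which the study gives as an operation for epilepsy. It is called cortex here without further claim. The GBM sample is likewise described as tumor and as cortex infiltrated by it, and is called GBM without deciding which. Libraries were sequenced on an Illumina HiSeq platform.

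The authors deposited 1 table of UMI counts per library, with genes in rows and cell barcodes in columns. Per the file headers and the accompanying notes, the authors used Drop-seq_tools 1.13, gave an adapter sequence, read the cell barcode from positions 1 to 9 and the UMI from positions 10 to 17, aligned to the human build hg19, chose 2000 barcodes from the cumulative read plot and kept the genes seen in at least 1 of them. The aligner and the gene annotation are not given in the sources used here. The deposited counts are raw UMI counts, whole numbers without normalization. A UMI counts molecules and not reads, so PCR copies are removed, but a sequencing error in a UMI or a barcode can add a count. A barcode of 9 bases leaves 262144 possible sequences, and 15 barcodes were in both libraries where 15.3 were expected by chance. The length of the barcode on the beads is not given in the sources used here. With a barcode longer than 9 bases, 1 barcode here could stand for more than 1 bead and the UMI would hold barcode bases, which was not tested, so barcodes and UMIs are counted as deposited. No coordinates are given, since the annotation at hand was of another build (GRCh38, GENCODE v29, and RefSeq names); it was used only for gene synonyms and for transcript sequence.

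Barcodes with at least 200 genes were kept, and for clustering genes seen in at least 3 kept barcodes. Each library was analysed on its own in Seurat 5.3.0 (R 4.3.3), which the study also used: counts were log-normalized to 10000 per barcode, 2000 variable genes were chosen, 15 principal components were used, and Louvain clusters were taken at resolution 0.6. A cluster was named for the class with most markers found in at least 10% of its barcodes and at least 2-fold above the median cluster, with 3 markers as the minimum. Its 10 leading genes were ranked by fold over the barcodes of clusters with another name, and a cluster with more markers of another class than of its own among them was not used. Marker lists covered oligodendrocytes, their precursors, astrocytes, neurons, microglia/macrophages, neutrophils, T cells, B cells, endothelial cells, mural/stromal cells, glioma progenitors, erythroid cells and the cell cycle. With cluster labels shuffled over barcodes 10 times, 4 of 90 cortex and 3 of 70 GBM clusters still received a name. A name under this rule can thus arise by chance. Doublets were not removed in the main result. Scrublet called 1 cortex and 0 GBM barcodes at an expected rate of 5%, and so did not work as a filter here.

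Counts were summed per library, or per library and class, and given as CPM of all UMIs. A ratio of 2 sums has the exact conditional binomial interval of 2 Poisson counts, a sum the exact Poisson interval, and a share the exact Clopper-Pearson interval, all at 95%. These cover counting error and not the difference between donors, tissue pieces or library preparations. A gene at 0 in 1 library was set to a floor of 3 counts per library and reported as a bound, and no ratio was formed when both counts were 3 or fewer. Where a class has unequal summed UMIs in the libraries, such a bound can have the sign opposite to the counts. In mural/stromal-like barcodes MYC had 0 UMIs in cortex and 11 in GBM, and its log2 value at the floor was -0.88. List medians include such values. With 1 library per group no p-value, standard error or count of changed genes was computed. Correlations were taken across genes with UMIs on log2(CPM + 1). Lists were compared with 10000 random lists drawn within 20 bins of mean CPM.

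Genes were named by a rule. Over whole libraries the 5 highest and 5 lowest genes by log2((CPM GBM + 10)/(CPM cortex + 10)) among those with at least 100 UMIs were named. Within each class with at least 30 barcodes in both libraries the 3 highest and 3 lowest were named in the same way, leaving out markers of any class. All members of the immediate-early, housekeeping and B-cell lists were named, and for other lists the 2 with most UMIs. Some genes that this rule names are not reported here, but they stay in the list values. Genes that can tell donors apart, such as HLA and immunoglobulin genes, and mitochondrial genes were left out of the rankings. This rule, the samples, the lists and the main alternatives were fixed before the data were examined.

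The interval and list steps were tested on simulated data, drawn from the real sums with 200 genes changed by known folds. For the whole libraries (11415 genes) the interval held the true ratio for 96.5% of genes, and for the mural/stromal-like class (2432 genes) for 98.2%. A list of 20 genes raised 2-fold reached percentile 100 in each comparison. Of 50 unchanged lists, 98% fell between the outer percentiles that hold 95% of random lists for the whole libraries and 88% for the oligodendrocyte-like class, so percentiles near those limits are weak evidence.

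Alternatives covered filters on barcodes (at least 500 UMIs, at most 10% mitochondrial UMIs, all deposited barcodes), thinning to 200 UMIs (the 10th percentile in cortex rounded down), clustering settings (resolution 0.3 and 1.0, 10 and 25 principal components, both libraries together, Leiden clustering in scanpy 1.11.5, and clustering without mitochondrial and ribosomal protein genes), Scrublet, the number of B-cell markers, pseudocounts, scaling by TMM factors (edgeR 4.0.16, used for scaling only) or by the total without mitochondrial and ribosomal protein genes, equal weight for each barcode, and removal of genes higher outside a class. After seeing the data, removal of barcodes resembling the adapter or made of 1 repeated base, removal of the 5% of barcodes with most UMIs, and scaling and doublet alternatives for the immediate-early sums were added. Barcodes under 200 genes were left out of the comparisons.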

Results

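The study examined a stabilization buffer, RNA-Best, with which dissociated cells are kept before their RNA is read. Its human brain arm measured single-cell RNA in 2 libraries with Mini Drop-seq, a droplet method in which each cell shares a droplet with a barcoded bead and each captured RNA molecule carries a unique molecular identifier (UMI). The cortex library came from tissue labelled as healthy, which the study describes as neocortex from an epilepsy operation, and was stored for 6 days. The other, labelled as tumor, came from an operation for glioblastoma multiforme (GBM), a malignant brain tumor, and was stored for 14 days. There was 1 library per group, so no test between groups was made, every difference below is between these libraries, and tissue cannot be separated from storage time. The intervals given are exact 95% intervals that cover counting error only.

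The tables held 2000 barcodes per library, with 748421 UMIs over 18196 genes in cortex and 1310661 UMIs over 18990 genes in GBM. At least 200 genes were detected in 1217 cortex and 1121 GBM barcodes, which were kept and held 574754 and 1164617 UMIs. The median kept barcode had 400.0 UMIs and 285 genes in cortex (quartiles 329 and 522 UMIs) and 718 UMIs and 443 genes in GBM (quartiles 432 and 1246 UMIs). When each kept barcode was thinned to 200 UMIs, with none left out, the medians were 160.0 genes in cortex and 158 in GBM. The filter moved the median UMIs: at least 500 UMIs gave 648 in cortex and 1028 in GBM, and all 2000 barcodes gave 318 and 333.5. Mitochondrial RNA made up 7.29% of the kept UMIs in cortex and 6.15% in GBM, ribosomal protein genes 8.52% and 16.2%, and the nuclear RNA MALAT1 7.58% and 2.07%.

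**Figure D1:**
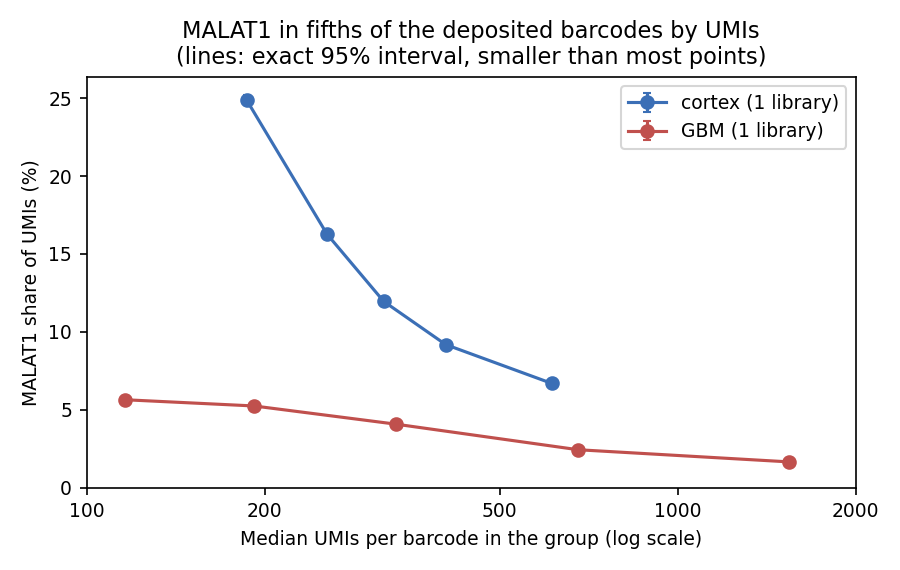
MALAT1 share of UMIs (%) in 5 groups of 400 of the 2000 deposited barcodes of each library, ranked by UMIs, against the median UMIs of each group (log axis); points are shares of summed UMIs and lines exact 95% intervals. The share falls from 24.9% to 6.70% in cortex and from 5.65% to 1.66% in GBM as depth rises.

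The first question was which cell types the stabilized suspensions held. Each library was clustered on its own, and clusters were named only from markers fixed in advance. In cortex, 9 clusters were found. Clusters 0 and 1 were oligodendrocyte-like, with 11 and 8 of the markers, and cluster 1 was richer in MALAT1 (138599 CPM against 68363 CPM). Cluster 2 was microglia/macrophage-like, although S100A8 and S100A9, which also mark neutrophils, were its leading genes, and it held as many neutrophil as microglial markers among the 10 leading genes (2 each). The remaining clusters were oligodendrocyte-precursor-like (cluster 3, led by GPNMB and PDGFRA), endothelial-like (cluster 4, CLDN5 and EDN1), astrocyte-like (cluster 6, GJB6 and AQP4), mural/stromal-like (cluster 7, ACTA2 and NOTCH3) and B-cell-like (cluster 8, IGJ and MZB1). Cluster 5 carried 10 cell-cycle markers, a state and not a type, and was led by TGFBI, STC1 and VEGFA. In GBM, 7 clusters were found. Clusters 0, 1 and 3 were microglia/macrophage-like; UBE2C, BIRC5 and NUSAP1, which are cell-cycle markers, were among the leading genes of cluster 3 against all other barcodes. Cluster 2 was glioma-progenitor-like (MATN2 and FABP7), with 6 markers of that class against 5 of astrocytes and 1 marker each of its own and of another class among the 10 leading genes, cluster 4 mural/stromal-like (TAGLN and PDGFRB), cluster 5 oligodendrocyte-like (MOG and MOBP) and cluster 6 endothelial-like (CLDN5 and ITM2A). No cluster in either library was neuron-like, and at least 2 neuron markers were detected in 5 of 1217 cortex barcodes and 7 of 1121 GBM barcodes, with 3 or more in none. At least 1 was detected in 21 of the 45 barcodes of cluster 5 of cortex.

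Oligodendrocyte-like barcodes made up 62.9% of kept barcodes in cortex (765 barcodes, Clopper-Pearson interval 60.1% to 65.6%) and 6.24% in GBM (70 barcodes, 4.90% to 7.82%). Microglia/macrophage-like barcodes made up 11.4% in cortex (139 barcodes, 9.69% to 13.3%) and 61.6% in GBM (690 barcodes, 58.6% to 64.4%). Mural/stromal-like barcodes made up 2.96% in cortex (36 barcodes, 2.08% to 4.07%) and 8.21% in GBM (92 barcodes, 6.67% to 9.97%), and endothelial-like barcodes 5.09% (62 barcodes, 3.93% to 6.48%) and 2.59% (29 barcodes, 1.74% to 3.69%). Oligodendrocyte-precursor-like (9.45%, 115 barcodes), astrocyte-like (3.37%, 41 barcodes) and B-cell-like barcodes (1.15%, 14 barcodes) and cluster 5 (3.70%, 45 barcodes) carried their names in cortex alone, and glioma-progenitor-like barcodes (21.4%, 240 barcodes, 19.0% to 23.9%) in GBM alone. The alternative that moved a share most in relative terms was clustering both libraries together, under which oligodendrocyte-like barcodes were 1.16% of GBM. The cortex microglia/macrophage-like cluster kept its name narrowly: with the 1 barcode that Scrublet called a doublet removed, 136 barcodes clustered together but had more markers of another class than of their own among the leading genes (2 against 1), and the name was withdrawn. It was also withdrawn with at least 500 UMIs (4 against 0). The mural/stromal-like name of cortex was lost under 6 of 12 alternatives and the B-cell-like name under 3, so results within the mural/stromal-like class rest on a name that depends on the settings.

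**Figure D2:**
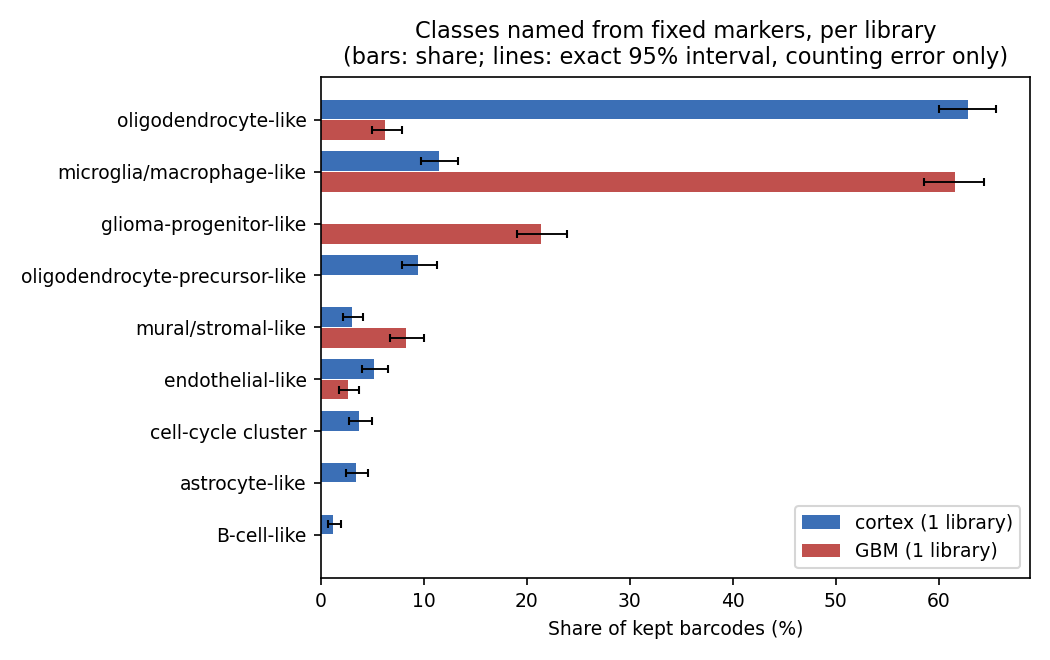
Share of kept barcodes (%) in each class named from fixed markers, with 1 bar per library (1217 barcodes in cortex, 1121 in GBM) and exact 95% intervals as lines; a missing bar means that no cluster carried the name. Oligodendrocyte-like barcodes dominate cortex at 62.9% and microglia/macrophage-like barcodes dominate GBM at 61.6%.

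Transcripts of 1 class were also counted in barcodes of the others. SPP1, which was highest in microglia/macrophage-like barcodes of GBM (39.2 UMIs per barcode), averaged between 13.7 and 19.97 in the other GBM classes, and 1119 of the 1121 kept GBM barcodes held at least 1 SPP1 UMI.

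The study described rare B lymphocytes in the cortex tissue and backed them with CD79a immunostaining of a tissue section, which is not part of these data. At least 2 different B-cell markers were detected in 14 of 1217 cortex barcodes (1.15%, 0.630% to 1.92%) and in 2 of 1121 GBM barcodes (0.178%, 0.0216% to 0.643%). The 14 cortex barcodes were those of the B-cell-like cluster and had a median of 1015.5 UMIs. None of the 139 microglia/macrophage-like cortex barcodes (median 433 UMIs; upper limit of the interval 2.62%) and none of the 765 oligodendrocyte-like ones (median 379 UMIs; upper limit 0.481%) held 2 such markers. After thinning to 200 UMIs, 13 cortex barcodes and 0 GBM barcodes had at least 2 markers. With 1 marker as the requirement the shares rose to 5.51% in cortex and 1.25% in GBM, and with 3 they were 1.15% and 0 of 1121 (upper limit 0.329%). Over whole libraries, IGHG1 had 968 UMIs in cortex and 1 in GBM (log2 ratio of GBM over cortex -10.94, interval -16.24 to -8.46) and IGKC 833 and 3 (-9.14, -11.42 to -7.58). MZB1, with 30 UMIs in cortex and none in GBM, was at least 20.3-fold lower in GBM against a floor of 3 counts per library, and CD79A, with 10 and none, at least 6.75-fold lower. MS4A1 went the other way, with 1 UMI in cortex and 11 in GBM (2.44, -0.34 to 7.87), but its sign changed with at least 500 UMIs (-0.79). IGHM, CD79B and IGLC2 had 3 or fewer UMIs in each library, and no ratio is given.

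The second question was how far the summed profiles differed. Across 20818 genes, Pearson's r of log2(CPM + 1) was 0.815 and Spearman's rho 0.795; genes are not independent replicates. The pseudocount moved r most, to 0.663 at a pseudocount of 0.1. The median gene with at least 10 UMIs had a log2 ratio of GBM over cortex of -0.22, and TMM scaling raised all ratios by 0.35.

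Among 2688 genes with at least 100 UMIs, the 5 that ranked highest in GBM were SPATA22, IBSP, HAMP, SPP1 and LINC00152. SPATA22 had 23 UMIs in cortex and 4751 in GBM (log2 ratio 6.67, 6.08 to 7.33), but most of its UMIs lay in a few barcodes that resemble the library adapter, and the log2 ratio was 5.67 without such barcodes. IBSP had none in cortex and 757 in GBM, at least 125-fold higher against the floor. HAMP had 14 and 872 UMIs (4.94, 4.19 to 5.82) and SPP1 796 and 33651 (4.38, 4.28 to 4.49). LINC00152 had 7 and 510 UMIs (5.17, 4.11 to 6.49); it has a near-identical copy, MIR4435-1HG, with which it can share reads, so its value is uncertain. The 5 that ranked highest in cortex were AC096579.7 (named by clone alone, so the rule that leaves out immunoglobulin genes was not applied to it; 454 and 3 UMIs, -8.26, -10.54 to -6.70), OPALIN (472 and 9, -6.73, -7.87 to -5.79), IGJ (128 and 0, at least 86.5-fold lower in GBM), PCDH9 (402 and 24, -5.08, -5.74 to -4.49) and MOBP (1009 and 88, -4.54, -4.87 to -4.22). With a pseudocount of 1 in the ranking, 2 of the 5 genes higher in GBM and 4 of the 5 higher in cortex kept their place among the 5. Their UMIs lay in few classes: 98.7% of the AC096579.7 UMIs and 93.8% of the IGJ UMIs of cortex lay in the 14 B-cell-like barcodes, 82.6% of the OPALIN UMIs in the oligodendrocyte-like ones, and 86.8% of the HAMP UMIs of GBM in the microglia/macrophage-like ones.

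Gene lists fixed in advance were compared by the median log2 ratio of GBM over cortex and its percentile among 10000 random lists of the same size matched on mean expression, which describes these libraries and is no test. The median was 2.47 for MHC class II genes (percentile 100), led by CD74 (2.53, 2.34 to 2.73) and HLA-DRA (3.07, 2.83 to 3.33). It was 1.98 for inflammatory genes (percentile 100), with CCL3 at 2.47 (2.24 to 2.70) and CCL4 at 2.56 (2.29 to 2.85). For the 6 housekeeping genes it was 1.22 (percentile 97.2), with GAPDH at 1.45, H2AFZ 1.32, EEF1A1 1.12, ACTB 1.03 and RPS25 0.56. It was 0.54 for heat shock genes (percentile 86.5), with HSP90AA1 at -0.47 (-0.61 to -0.33) and HSP90AB1 at 0.15 (-0.05 to 0.35). It was 0.01 for hypoxia genes (percentile 69.2), with ENO1 at 1.05 and PGK1 at 1.51, while their summed UMIs were higher in GBM, at 0.79 (0.67 to 0.92). For the 6 of 16 synapse genes with a ratio it was -1.84 (percentile 0.43), with SYP at -1.76. Ribosomal protein genes had a median of 0.88 (percentile 100), with RPS6 at 0.85 and RPLP1 at 1.27. Mitochondrial genes had a median of 0.65 (percentile 98.9), while their summed UMIs went the other way, at -0.24 (-0.26 to -0.23), since MT-RNR2 (-0.43) holds most of them; MT-CO3 was at 0.44. The cell-cycle markers had a median of 0.71 (percentile 99.8), with CENPF at -0.17 and TOP2A at -0.02, both within counting error of 0 and positive under TMM scaling, and a log2 ratio of summed UMIs of 0.20 (-0.001 to 0.41). The 7 neuron markers with a ratio had a median of 0.59 (percentile 89.0) and a mean of -0.09, with UCHL1 at 0.59 and STMN2 at 2.44. The B-cell markers had a median of -5.39 (percentile 0), over 6 genes with 3 of them at the floor.

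Immediate-early genes, which are transcribed within minutes of a stimulus and respond to handling, are the subject of the study. Over whole libraries their median log2 ratio was 0.55 (percentile 98.5), 0.90 under TMM scaling, and 16 of 22 were higher in GBM. FOS was at 0.24 (0.12 to 0.35), JUN at 0.17 (-0.06 to 0.41) and EGR1 at 0.44 (0.19 to 0.70), a difference that was gone with at least 500 UMIs (-0.000359). The log2 ratio was above 1 for MYC (3.35, with 3 UMIs in cortex), EGR2 (2.06), NR4A1 (1.87), ZFP36 (1.80), EGR3 (1.51), DUSP1 (1.33), ATF3 (1.23) and NR4A2 (1.19). KLF6 (0.59), JUNB (0.58), IER3 (0.56), KLF4 (0.55) and KLF2 (0.05) were smaller. FOSL1 (-2.02), FOSL2 (-0.76), BTG2 (-0.71), JUND (-0.71), FOSB (-0.48) and IER2 (-0.08) were lower in GBM. The sign of IER2 changed under TMM scaling and other settings. That of FOSL2 (5 UMIs in cortex and 6 in GBM) changed with equal weight for each barcode, to 0.59. KLF2 changed to -0.43 with at least 500 UMIs. The intervals of IER2, FOSL2, KLF2, KLF4 and JUN held 0.

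The third question was whether such differences held within a class. Within cortex, the summed UMIs of the immediate-early list reached 8715 CPM in microglia/macrophage-like barcodes (exact Poisson interval 8061 to 9408), 7601 in mural/stromal-like, 5835 in endothelial-like, 5132 in B-cell-like, 4536 in oligodendrocyte-precursor-like and 2835 in oligodendrocyte-like barcodes (2656 to 3023), against 1767 in cluster 5 and 1605 in astrocyte-like barcodes. Within GBM they reached 6859 CPM in microglia/macrophage-like barcodes (6661 to 7061), 4911 in mural/stromal-like, 4313 in endothelial-like, 3702 in glioma-progenitor-like and 3380 in oligodendrocyte-like barcodes (2965 to 3837). The log2 ratio of GBM over cortex was thus -0.35 (-0.46 to -0.23) in microglia/macrophage-like and -0.63 (-0.89 to -0.36) in mural/stromal-like barcodes, below 0 although the whole libraries gave 0.49 (0.42 to 0.56), and it was 0.25 (0.04 to 0.46) in oligodendrocyte-like barcodes. All 3 signs within classes reversed under TMM scaling, to 0.39, 0.21 and -0.06, so no direction within a class is given for these genes.

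**Figure D3:**
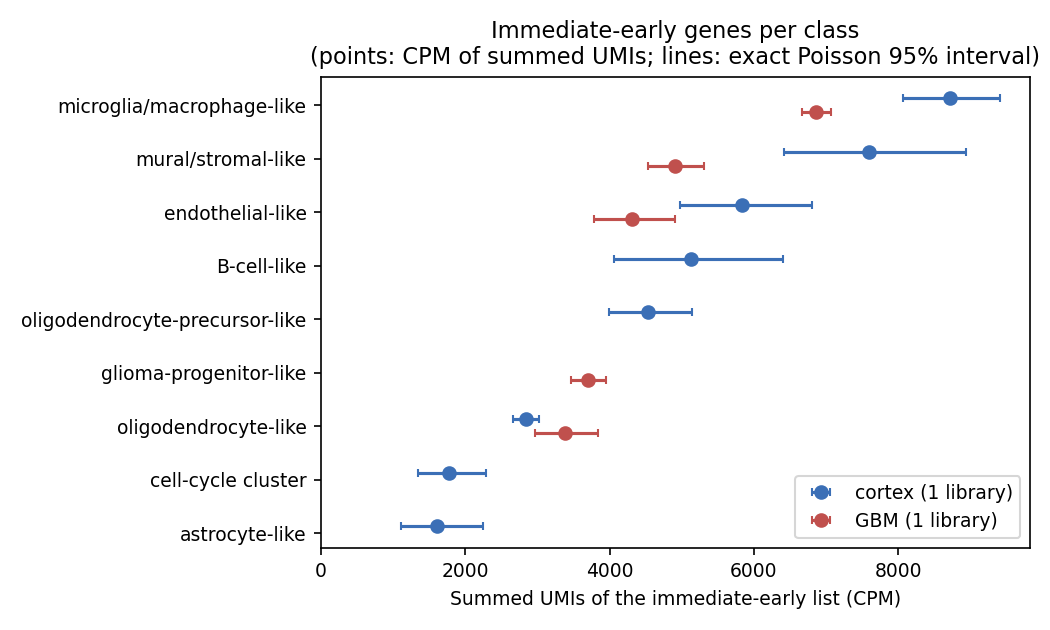
Summed UMIs of the 22 immediate-early genes in CPM for each class and library, as points with exact Poisson 95% intervals, at scaling by total UMIs. Microglia/macrophage-like barcodes have the highest value in both libraries, 8715 CPM in cortex and 6859 CPM in GBM.

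Within-class comparisons were made for the 3 classes with at least 30 barcodes in both libraries. Clusters 0 and 1 of cortex and 5 of GBM formed the oligodendrocyte-like class, cluster 2 of cortex and clusters 0, 1 and 3 of GBM the microglia/macrophage-like class, and clusters 7 and 4 the mural/stromal-like class. Pearson's r across genes with at least 10 UMIs was 0.587 in oligodendrocyte-like (5753 genes), 0.564 in microglia/macrophage-like (7114 genes) and 0.360 in mural/stromal-like barcodes (2432 genes). It rose to 0.757, 0.763 and 0.552 when genes higher outside the class than in it were left out. TMM scaling moved all log2 ratios by -0.31, 0.73 and 0.84 in these classes.

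Of the 6 genes ranked by the rule in each class, 5 in oligodendrocyte-like, 5 in microglia/macrophage-like and 4 in mural/stromal-like barcodes were flagged. These had a higher CPM outside the class than in it in at least 1 library. RNA free in the suspension thus cannot be excluded as part of the count. For NUPR1 (microglia/macrophage-like), MIR4435-1HG and LINC00152 (both mural/stromal-like) the flag rests on 0 UMIs in the class in cortex and decides nothing on free RNA. Their GBM CPM was higher in the class (385, 3403 and 2838) than outside it (239, 159 and 138). For RBM25 and NASP (both oligodendrocyte-like) and MALAT1 and NDUFA4 (both mural/stromal-like) the flag came from GBM alone, where their CPM was the lower. In cortex their CPM was higher in the class (409, 405, 98813 and 1770) than outside it (349, 215, 74998 and 1138). In oligodendrocyte-like barcodes, SPP1 (3.30, 3.14 to 3.46), APOC1 (3.73, 3.12 to 4.38) and LGALS1 (3.40, 2.85 to 3.96) ranked highest in GBM, and all were higher outside the class in GBM (29824, 2870 and 2056 CPM against 14509, 1216 and 1315 CPM). RBM25 (134 and 2 UMIs, -3.85, -6.91 to -1.97), NASP (133 and 2, -3.84, -6.90 to -1.96) and ARAP2 (100 and 2, -3.43, -6.50 to -1.54) ranked highest in cortex, of which ARAP2 was not higher outside the class. In microglia/macrophage-like barcodes, SPATA22 (2 and 2263 UMIs, 7.005, 5.15 to 10.05, with the same limit as above), IBSP (at least 22.2-fold higher in GBM) and NUPR1 (at least 9.65-fold higher) ranked highest in GBM. Of the 6, IBSP alone was not higher outside the class in either library. NUPR1 was higher outside it in cortex alone, where the class held no UMIs of it. PPP1R14A (-3.34, -3.92 to -2.75), FEZ1 (-3.26, -3.81 to -2.72) and GPM6B (-2.49, -2.96 to -2.01) ranked highest in cortex, each higher outside the class there (1604, 1712 and 1456 CPM against 731, 810.4 and 837 CPM). In mural/stromal-like barcodes, MIR4435-1HG and its near-identical copy LINC00152 had no UMIs in cortex and 440 and 367 in GBM, at least 21.8-fold and 18.2-fold higher, and FN1 had 3 and 683 UMIs (5.08, 3.53 to 7.36). MALAT1 (-2.34, -2.42 to -2.25), DSTN (-1.70, -2.05 to -1.34) and NDUFA4 (-1.28, -1.86 to -0.67) ranked highest in cortex; FN1 and DSTN were not higher outside the class.

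Within classes, MHC class II genes kept a positive median log2 ratio, 2.37 in oligodendrocyte-like, 0.72 in microglia/macrophage-like and 0.91 in mural/stromal-like barcodes (percentiles 99.98, 95.3 and 95.9), as did housekeeping genes at 1.05, 0.74 and 1.23 (percentiles 98.25, 92.3 and 93.8), and both stayed positive under each scaling. In mural/stromal-like barcodes 3 of the 6 MHC class II members with a ratio rested on the floor. In GBM, CD74 was higher outside the oligodendrocyte-like class than in it (2578 against 891 CPM) and outside the mural/stromal-like class (2662 against 982 CPM), as was HLA-DRA (2121 against 962 and 2168 against 1106 CPM). Once genes higher outside the class were left out, fewer than 3 members remained for both lists in these 2 classes, so free RNA cannot be excluded for them. The immediate-early medians were 0.58, -0.37 and -0.56 (percentiles 92.8, 15.4 and 6.57), and the last 2 turned positive under TMM scaling. Of their members, 1, 1 and 2 rested on the floor. Heat shock genes were at 0.41, 0.32 and 0.25 (percentiles 76.6, 87.2 and 72.2). Inflammatory genes were at 1.31, 0.54 and -1.25 and hypoxia genes at 0.59, 0.42 and -0.75; in mural/stromal-like barcodes 4 and 5 of their members rested on the floor, and their summed UMIs went the other way, at 0.46 (-0.14 to 1.12) and 1.85 (0.78 to 3.19).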

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

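In this part the test by groups of depth was planned, and the tests on free RNA, bare nuclei, lost cytoplasmic RNA and scaling were chosen after the result was seen.

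In the 783 cortex barcodes under 200 genes, which no comparison used, MALAT1 made up 23.2% of UMIs (23.0% to 23.4%), against 7.58% in the kept ones. It was singled out because it is a signal in barcodes left out of the report. In GBM the shares were 5.34% and 2.07%. The rule of 200 genes alone is argued against by ranking on UMIs, which left 24.9% (24.6% to 25.2%) in the 400 barcodes with fewest UMIs and 6.70% in the 400 with most. Free RNA stays open, since its profile was not measured and the 23.2% is the pattern itself. For bare nuclei the values among UMIs other than MALAT1 went both ways: the nuclear RNA NEAT1 was at 1410.2 CPM against 646 in the kept barcodes, but mitochondrial RNA, of which nuclei hold little and free RNA an unknown part, was at 8.24% (8.09% to 8.39%) against 7.88%. By depth it did not rise, at 7.69% (7.47% to 7.92%) in the 400 barcodes with fewest UMIs against 7.86% in the 400 with most, so it decides nothing on nuclei. Ribosomal protein genes fell to 5.69% (5.57% to 5.82%) of these UMIs, against 9.22%, which is consistent with cells that lost cytoplasmic RNA. Such cells and bare nuclei with free RNA cannot be told apart here. A difference of tissue or storage was not tested.

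The immediate-early ratio of GBM over cortex went up in oligodendrocyte-like and down in microglia/macrophage-like barcodes, a difference of 0.60 in log2. It was singled out because the classes moved in opposite directions; with 1 library per group the difference was not tested. Under TMM scaling it was -0.45, a change that its factors for the 2 classes make by construction, and with the total without mitochondrial and ribosomal protein genes it was 0.62. Which scaling is right was not decided, so whether the directions differ stays open. No biological difference between the classes is claimed.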

How the results depend on the processing

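Alternatives without barcodes resembling the adapter, without the 5% of barcodes with most UMIs, and the scaling and doublet alternatives for immediate-early sums were chosen after seeing the data. Of the values that answer a comparison, 388 stayed within their interval with the same direction, 64 moved and 11 reversed. Of those 11, 6 reversed under TMM scaling, which moves all genes of a comparison by 1 amount, so they show that the sign is within reach of the scaling and nothing about the list itself. Of the values of single genes, named by rank or as members of a list, 553 stayed, 83 moved and 1 reversed. That was EGR1 over whole libraries, at -0.000359 with at least 500 UMIs. Members whose interval held 0 were not counted as reversed when their sign changed. This was so for IER2, CENPF and TOP2A under TMM scaling, and for IER2 and TOP2A under several other settings. It was also so for KLF2 (-0.43) and MS4A1 (-0.79) with at least 500 UMIs and FOSL2 (0.59) with equal weight for each barcode. No paired analysis was possible because there was 1 library per group. The cause was not tested for any change below, except where a filter on depth or thinning changes depth by its own construction.

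At least 500 UMIs gave medians of 648 UMIs and 440.0 genes in cortex and 1028 and 602 in GBM; all deposited barcodes gave 318 and 227, and 333.5 and 237; thinning gave 160.0 and 158 genes.

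Shares in cortex were, for oligodendrocyte-like barcodes, 60.1% with 25 principal components, 54.7% with at least 500 UMIs and 66.2% when both libraries were clustered together. Clustering together also gave 7.15% microglia/macrophage-like and 12.9% precursor-like barcodes in cortex, and 1.16% oligodendrocyte-like ones in GBM. Astrocyte-like barcodes were 5.59% at resolution 0.3 and 6.57% with 25 principal components, and B-cell-like ones 0.519% without the 5% of barcodes with most UMIs. In GBM, mural/stromal-like barcodes were 10.6% with 25 principal components and 10% with at least 500 UMIs, and glioma-progenitor-like ones 18.5% with at most 10% mitochondrial UMIs. Barcodes with B-cell markers were 5.51% in cortex and 1.25% in GBM at 1 marker, and in GBM 0% at 3 markers and 0% without immunoglobulin genes.

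Pearson's r of the libraries was 0.663 at pseudocount 0.1, 0.853 at pseudocount 10, 0.680 for genes with at least 10 UMIs, 0.807 without mitochondrial and ribosomal protein genes and 0.809 with each barcode at equal weight. In microglia/macrophage-like barcodes it was 0.544 with at most 10% mitochondrial UMIs, 0.540 without the 5% of barcodes with most UMIs and 0.763 without genes higher outside the class. That last setting gave 0.552 in mural/stromal-like and 0.757 in oligodendrocyte-like barcodes, where at least 500 UMIs gave 0.532.

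TMM scaling gave 0.90 for the immediate-early list over whole libraries. In microglia/macrophage-like barcodes it gave 0.36 for immediate-early (reversed), 1.48 for housekeeping, 1.05 for heat shock, 1.27 for inflammatory, 1.15 for hypoxia and 1.46 for MHC class II genes. In mural/stromal-like barcodes it gave 0.28 for immediate-early (reversed), 2.07 for housekeeping, 1.09 for heat shock, -0.41 for inflammatory, 0.088 for hypoxia (reversed) and 1.75 for MHC class II genes. In oligodendrocyte-like barcodes it gave 0.27 for immediate-early genes. The log2 ratios of immediate-early sums reversed to 0.39, 0.21 and -0.059 in these 3 classes.

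Clustering both libraries together gave, in microglia/macrophage-like barcodes, -0.33 for inflammatory (reversed) and 0.31 for MHC class II genes and -0.59 for the immediate-early sums, and -1.09 for immediate-early genes in mural/stromal-like barcodes. Equal weight per barcode gave 1.19 for MHC class II genes and -0.16 for the immediate-early sums in microglia/macrophage-like barcodes. Without the 5% of barcodes with most UMIs, MHC class II genes were at 1.42 there, inflammatory genes at -0.45 and hypoxia genes at 1.52 (reversed) in mural/stromal-like barcodes, and immediate-early genes at 0.21 in oligodendrocyte-like ones. Members with at least 10 UMIs gave -2.55 for synapse genes over whole libraries, 1.06 for inflammatory and 1.59 for hypoxia genes in mural/stromal-like barcodes (both reversed), and 1.80 and 0.98 in oligodendrocyte-like ones. With at least 500 UMIs, immediate-early genes were at 0.15 and hypoxia genes at 1.24 in oligodendrocyte-like barcodes, where hypoxia genes were at 1.34 with at most 10% mitochondrial UMIs and -0.37 without genes higher outside the class (reversed). In mural/stromal-like barcodes hypoxia genes were at -1.84 with Scrublet doublets removed, and MHC class II genes at 1.90 at resolution 1.0.

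Some alternatives gave no value because no usable cluster carried the name: 9 results with at least 500 UMIs, 3 with 25 and 2 with 10 principal components, 2 each with Scrublet doublets removed, with at most 10% mitochondrial UMIs and with clustering that left out mitochondrial and ribosomal protein genes, and 1 each with joint clustering and resolution 0.3. With joint clustering 1 class had fewer than 30 barcodes in a library. Without genes higher outside the class 12 list results had fewer than 3 members, and 1 with members of at least 10 UMIs. Depth limits what can be excluded: at 200 UMIs per barcode 0 cortex barcodes held 2 neuron markers.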

Other observations

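In this part the tests on other genes with a long adapter match, on barcodes 1 base apart and on storage time were planned before their results were seen. All other tests here were chosen after the result was seen.

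SPATA22 ranked highest in GBM. Of its 6431 UMIs over all GBM barcodes, 55.1% (53.9% to 56.4%) lay in 16 barcodes within 1 mismatch of the adapter's reverse complement, which held 1.06% of all UMIs. Its transcript matches the adapter over 13 bases. Other genes with a match of at least 13 bases had 5.23% (3.73% to 7.11%) of their UMIs there, against 0.784% for genes with at most 10, but the rise was not steady, with 1.91% at 11 bases and 0.974% (0.504% to 1.70%) at 12. Expression in 1 class is argued against, since 3 barcodes held 93.1% of the SPATA22 UMIs of the glioma-progenitor-like class after adapter-like barcodes were removed. Those 3 barcodes differ from the adapter at 3 or more bases, so priming on it leaves their UMIs unexplained. Cortex held 10 barcodes within 1 mismatch, with 0.43% of its UMIs and 17.9% (6.06% to 36.9%) of its 28 SPATA22 UMIs. Within 2 mismatches the libraries were alike, with 83 barcodes and 4.57% of UMIs in cortex against 85 and 4.52% in GBM. Those barcodes held 32.1% (15.9% to 52.4%) of the SPATA22 UMIs of cortex and 77.7% (76.7% to 78.8%) of those of GBM. Priming on the adapter is thus consistent with where most SPATA22 UMIs of GBM lay, while why GBM held so many more than cortex stays open. Apart from expression in 1 class, no biological explanation was tested.

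Of the GBM barcodes 1 base apart, 64.8% of 88 pairs were in 1 class, against 43.5% for random pairs (up to 54.5%), which suggests that some beads were read under 2 barcodes. In cortex 32.0% of 97 pairs were, against 42.3%, which argues against it there. Cells counted more than once would make the GBM intervals too narrow.

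Cluster 5 of cortex held cell-cycle genes with VEGFA and CA9. Carry-over of the pooled GBM profile is argued against: 50 abundant genes higher in GBM had a median log2 of -0.93 over the other cortex barcodes, where carry-over of 10% would give 0.76. These genes were chosen over the whole GBM library, so carry-over of whole cells of 1 GBM class was not tested. What these cells are, doublets included, stays open.

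The B-cell-like cluster held 97.3% of the 1976 B-cell marker UMIs of cortex and 2.64% of all UMIs, which argues against free RNA. Doublets stay open for it. Whether these cells lay in the tissue or came from blood was not tested here. The CD79a immunostaining that the study reported for the cortex tissue was not examined.

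Whether the higher immediate-early level of the GBM library comes from its mix of classes stays open. Over the 4 classes in both libraries the log2 ratio was 0.55, and at an equal class mix it was -0.24 (-0.34 to -0.15). With the TMM factors of the whole libraries these values were 0.91 and 0.11 (0.01 to 0.21), so the negative sign depends on scaling by total UMIs, and the class ratios reversed under the TMM factors of each class.

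For SPP1 in oligodendrocyte-like barcodes of GBM, free RNA stays open. They held 14.7 SPP1 UMIs per barcode, within the 13.7 to 19.97 of the other classes outside the myeloid one. Barcodes under 200 genes held 4.68, but had a median of 156 UMIs against 801. Their SPP1 level was 28156 CPM against 14509 CPM, so the 4.68 does not argue against free RNA. Which of these barcodes held cells was not tested. Ribosomal protein genes were higher in GBM within each class compared. In oligodendrocyte-like barcodes free RNA cannot be told apart from a change in the cells, since modeled mixes reached 11.4% (lowest 9.95%) and 10.7% was observed. In mural/stromal-like barcodes the mixes reached 12.1%, below the observed 16.4%, but the mixes rest on assumed profiles of free RNA, so it is not excluded there. Storage time cannot be told apart from tissue, with 1 storage time per tissue.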
